A study of Mus musculus with 9 samples. Its data were reported in "PDK4-dependent hypercatabolism and lactate production of senescent cells promotes cancer malignancy" (2023).

How the data were processed

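RNA from microdissected mouse alveolar cells was sequenced by the authors as paired reads from total RNA libraries, 3 for each of the Young, Aged and PDK4-IN groups. Their processing notes name Bowtie 0.12.2 and the genome build GRCm39 (mm39), but the labels state neither the quantifier nor the annotation release. The study's methods name RSEM, stranded libraries and a human annotation in a passage that opens on human cells, while the labels of these mouse samples name another library kit, so it is open which of these apply here. The reference at hand is an older build, so no coordinates are given. Each deposited table holds 55414 genes with Ensembl identifiers and symbols, 1401 of them without a gene name, and the first covers Young and Aged, the second Aged and the PDK4-IN group. The sheet names inside the tables speak of bleomycin against a control and of bleomycin with PCC1, another compound of the study, against bleomycin. The column names and the series labels name these 3 groups instead, and the columns were assigned by their names, so the identity of the groups rests on those names. The heat map that the study cites for lungs of aged mice given PDK4-IN has a legend that also speaks of bleomycin-induced senescence. The 3 Aged columns are the same in both tables.

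The authors deposited expected counts per gene, which are estimated counts with fractions that were not normalised. TPM values were also deposited by the authors for each library, and were used only to check the tables. The deposited log2 fold changes were made by the authors with DESeq2, by the name of the tables, and follow those of DESeq2 run on the rounded counts. The fold column of the deposited age table is 2 to the power of that log2 value, while the ratio column of the deposited PDK4-IN table equals the ratio of mean TPM plus 1, so 4 of its marked genes carry a ratio and a log2 value of opposite sign. P-values and adjusted p-values were deposited by the authors, whose mark of significance goes with an adjusted p under 0.05 and at least a 2-fold change. Gene length in bases is a further deposited column of the authors, and 4 columns of group mean TPM were not used.

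Counts were rounded to whole numbers and compared with edgeR 4.0.16 in R 4.3.3 (filterByExpr with its defaults, TMM scaling, quasi-likelihood fit and test). A gene was called at a Benjamini-Hochberg adjusted p under 0.05. The comparisons of Aged with Young and of the PDK4-IN group with Aged were each fitted on their own 6 libraries, and that of the PDK4-IN group with Young on all 9, because no deposited table pairs these groups. Log2 fold changes are the second named state over the first (Aged over Young, PDK4-IN over Aged, PDK4-IN over Young). Genes moved back are those called in opposite directions in the first and second comparisons. Their correlation was set against 20 simulations of unchanged groups that share the Aged libraries, and their number against the product of both numbers of calls over the genes tested.

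Gene lists, 42 in number, were fixed for metabolism, senescence, inflammation, matrix and the cell types a lung section can hold, and the erythroid and liver lists had under 3 tested genes in each comparison, as did the skeletal muscle list with PDK4-IN against Aged, so they were not tested there. They were tested with camera of limma 3.58.1 on log2 CPM (prior count 2) with a preset correlation of 0.01 and again with an estimated correlation, adjusted over the lists of a comparison. For each list, calls were also counted after adjusting over the list alone. The remaining lists that the report leaves out are drawn in the plot of list shares or did not pass in any comparison. KEGG pathways with at least 10 tested genes were tested the same way after the other results had been seen.

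The genes named were fixed by a rule. In the first and second comparisons these were the 8 largest changes each way among called genes with a mean of at least 50 counts in the higher group, groups that do not overlap and a proper symbol, then up to 4 members of each list described (the 2 lowest p each way), and Pdk4, Nox1, Ldha, Cdkn1a, Cdkn2a and Il6. For the PDK4-IN group against Young it was the 4 largest each way, and for genes moved back the 10 with the largest smaller change. Outside the rule, Acta2 with PDK4-IN, Mki67, Pdk4, Slc16a3 and Cdkn2a against Young, Spp1 and Col1a1 in the plot of 8 genes, Sftpc, Ager and Pecam1, and the genes of the closing section were chosen after their values were seen. The comparisons, lists, named-gene rule and alternatives were set before the data were examined, apart from the alternatives that the closing section names as chosen later.

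Library totals ran from 19456303 to 26660364 counts. A floor of 3 counts over a group corresponds to 0.0505 CPM in Young, 0.0419 in Aged and 0.0498 in the PDK4-IN group, and folds against a group at 0 were computed against it. Ratios with 1 to 3 counts in the lower group carry an exact counting interval at a confidence level of 0.95. Intervals and floors cover counting error only, because reads without molecular identifiers are not independent molecules. On simulated data with 200 changed genes and the spread of each comparison, edgeR recovered 78%, 64% and 50% of 1.5-fold changes. These shares are for the 3 comparisons in turn, as are 86%, 78% and 86% of 2-fold changes. Of the calls, 5.26%, 8.05% and 5.26% were unchanged genes. The 200 genes were drawn from those above a minimum count and are far fewer than the genes called here, so recovery may differ.

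Alternatives were DESeq2 1.42.0, other scalings (RLE, library size, upper quartile), no filter or a minimum of 1 CPM in 3 libraries, other thresholds, other sets of libraries in the fit, a block for the replicate number, each library left out, counts thinned to equal totals and removal of a gene-length trend with a loess curve per library. The R package data.table, version 1.17.8, read the files, and plots were drawn with matplotlib 3.10.9 in Python 3.11.15.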

Results

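The series holds 9 RNA sequencing libraries of cells taken from the lung alveoli of C57BL/6J mice by laser capture microdissection, in which chosen cells are lifted out of a tissue section under a microscope. The labels call the captured cells mainly fibroblasts, the matrix-producing cells of connective tissue, and the captured cells were combined, so nothing in the labels says that the replicates of a group come from separate animals. The 3 groups of 3 libraries each came from young mice (Young), aged mice given vehicle (Aged) and aged mice given PDK4-IN (PDK4-IN group). PDK4-IN is an anthraquinone derivative that inhibits pyruvate dehydrogenase kinase 4, an enzyme that keeps pyruvate from being turned into acetyl-CoA inside the mitochondria. Dosing began at 20 months of age, was given once every 2 weeks for 4 months, and the mice were examined at 24 months. The p-values below measure only the spread between these libraries, which may be technical.

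Counts were listed for 55414 genes. Library totals were 19812867, 21543402 and 19456303 counts in Young, 26660364, 23288014 and 20637627 in Aged, and 19550140, 19907255 and 20231747 in the PDK4-IN group. At least 1 count was found for 22715 to 23311 genes in the Young libraries, 25189 to 26297 in the Aged libraries and 24252 to 24395 in the PDK4-IN libraries. Group values below are means ± SD of counts scaled to the library total (CPM) with n = 3 libraries, and fold changes on the log2 scale carry their standard error (SE). Of the listed markers of other alveolar cells, 7 of 12 for type 1 cells, 4 of 14 for type 2 cells and 6 of 20 for endothelium were at 1 CPM or more in Young, and the lists summed to 352 ± 6.14, 210 ± 8.87 and 59.5 ± 4.81 CPM. Among those under 1 CPM in Young, Sftpc, the surfactant protein of type 2 cells, was at 0.0660 ± 0.0573 CPM, Ager, a receptor of type 1 cells, at 0.557 ± 0.242 CPM, and Pecam1, an adhesion molecule of endothelium, at 0.828 ± 0.107 CPM (n = 3 libraries). In any library of the 9, Sftpc reached at most 0.300 CPM, Ager 1.04 CPM and Pecam1 4.51 CPM, the last in an Aged library. Erythroid markers, globins included, summed to 0.991 CPM in Young, and all 34 listed proliferation genes were at 1 CPM or more there. Whether such levels match cells lifted from lung tissue was not tested. Across 16553 genes, the first principal component held 65.1% of the variance and parted the Aged libraries from the other 6, and the second held 14.3%. The biological coefficient of variation was 9.98% within Young, 3.55% within Aged and 9.26% within the PDK4-IN group.

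**Figure D1:**
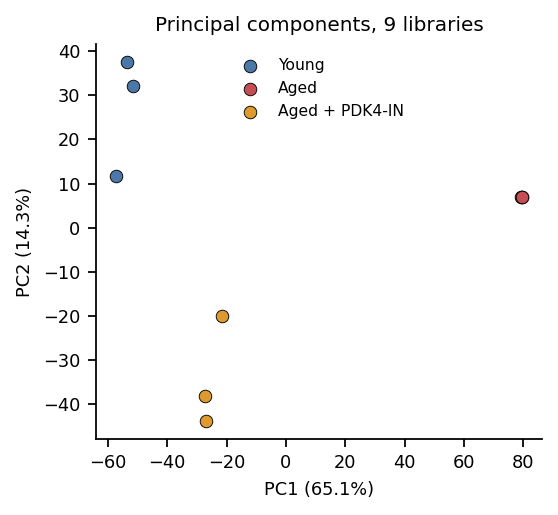
Scores of the 9 libraries on the first and second principal components of log2 CPM (unitless), 1 point per library, coloured by group. The 3 Aged libraries lie together on the first component, which holds 65.1% of the variance, and the second component holds 14.3%.

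The first comparison asked what natural ageing does to these cells, with age, tissue and treatment taken from the labels throughout. Macrophage genes dominated the change: Adgre1 (ENSMUSG00000004730), which encodes the macrophage surface receptor F4/80, was at 0.359 ± 0.193 CPM in Young and 496 ± 7.56 CPM in Aged (n = 3 each). Mmp12, the elastin-degrading metalloelastase of macrophages, rose from 1.43 ± 0.653 to 838 ± 6.61 CPM. In the same libraries Acta2, the smooth muscle actin of contractile cells, fell from 1160 ± 43.5 to 191 ± 6.15 CPM, and Lgr5, a receptor for R-spondins, fell from 14.7 ± 0.715 to 0.977 ± 0.175 CPM. Pdk4 (ENSMUSG00000019577), the target of the inhibitor, rose from 26.0 ± 1.70 to 74.3 ± 4.13 CPM, a log2 fold change of 1.56 (SE 0.07, adjusted p = 4.1e-08).

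Of 17 tested markers of monocytes and interstitial macrophages, 15 rose with age, 1 fell and 1 did not pass, with a median log2 fold change of 8.27 (adjusted p = 9.8e-13, and adjusted p = 0.0478 with an estimated correlation). Adjusted over the list alone, 16 rose. Laptm5, a lysosomal membrane protein of blood cells, rose from 0.653 ± 0.157 to 392 ± 8.87 CPM, while Ly6c2, a marker of inflammatory monocytes, fell from 0.826 ± 0.246 to 0.263 ± 0.138 CPM, a call that 5 other settings did not make. Among 10 alveolar macrophage markers 8 rose and 1 fell (adjusted p = 4.0e-04, and adjusted p = 0.207 with an estimated correlation), and the counts adjusted over the list alone were the same 8 and 1. The scavenger receptor Marco reached 328 ± 5.12 CPM in Aged against 0.203 ± 0.0559 in Young, and the mannose receptor Mrc1 67.9 ± 4.27 against 1.01 ± 0.140 CPM. All 5 tested neutrophil markers and all 5 tested B cell markers rose, both over all genes and adjusted over the list alone (adjusted p = 4.0e-04 and 0.00334, and adjusted p = 0.113 and 0.204 with an estimated correlation). Mmp8, a collagenase stored in neutrophil granules, rose from 0.333 ± 0.0842 to 94.3 ± 2.45 CPM, and Cd72, a B cell surface receptor, from 1.87 ± 0.567 to 47.9 ± 1.60 CPM. Endothelium markers rose in 8 of 13 cases with none lower, and 8 adjusted over the list alone (adjusted p = 0.00331, and adjusted p = 0.117 with an estimated correlation), with von Willebrand factor, Vwf, going from 1.21 ± 0.340 to 9.46 ± 0.422 CPM.

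The 8 largest increases that met the rule for named genes were genes known from blood cells. C1qc, a chain of the complement component C1q, had no count in Young and 35.6 ± 1.54 CPM in Aged, at least 708-fold higher. Il7r, the receptor for interleukin 7, was at least 344-fold higher, and Slamf9, a receptor of the immunoglobulin superfamily on myeloid cells, at least 280.1-fold higher, again against 0 counts in Young. Cd300ld, Bcl2a1d and Pira12 were at least 585-fold, 320-fold and 276-fold higher, but they belong to families of near-identical neighbouring genes, so the assignment of their reads is uncertain. Pf4, a chemokine of platelets, and Fpr1, the receptor for formylated bacterial peptides, each had 1 count in the whole Young group, which leaves ratios of 3905 (counting interval 733 to 161480) and 3099 (582 to 128130). These genes stood in libraries whose monocyte and interstitial macrophage markers summed to 4765 ± 20.7 CPM in Aged against 61.3 ± 4.94 CPM in Young.

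Inflammatory gene groups rose in the same libraries. Among 65 tested factors of the senescence-associated secretory phenotype (SASP), the proteins that senescent cells release, 39 rose, 16 fell and 10 did not pass, and 41 rose and 17 fell adjusted over the list alone. Their median log2 fold change was 0.54 (adjusted p = 1.5e-04, and adjusted p = 0.113 with an estimated correlation). Ccl3, a chemokine that draws in leukocytes, rose from 0.300 ± 0.0687 to 148 ± 3.65 CPM, and Il6, a cytokine of acute inflammation, by 1.04 on the log2 scale (SE 0.07, adjusted p = 6.1e-07). Igfbp2, which binds insulin-like growth factors, fell from 20.3 ± 0.182 to 3.33 ± 0.397 CPM, and Ccl20, which attracts lymphocytes and dendritic cells, from 79.0 ± 6.55 to 22.6 ± 0.957 CPM. Type I interferon response genes rose in 25 of 29 cases, none fell, and 27 rose adjusted over the list alone (adjusted p = 1.9e-11, and adjusted p = 0.113 with an estimated correlation). Oas3, an enzyme that senses double-stranded RNA, rose from 0.825 ± 0.367 to 12.7 ± 0.450 CPM and Ifi44 from 9.15 ± 0.796 to 25.9 ± 0.736 CPM. Of 21 genes of the NF-kB pathway and its targets, 15 rose and 1 fell, the same counts as adjusted over the list alone (adjusted p = 4.6e-05, and adjusted p = 0.113 with an estimated correlation). The inducible nitric oxide synthase gene Nos2 rose from 22.7 ± 2.97 to 214 ± 1.67 CPM, and Vcam1, an adhesion molecule for leukocytes, fell from 219 ± 5.85 to 165 ± 4.64 CPM.

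Complement genes moved in both directions. Over 16 tested genes 10 rose and 4 fell, also adjusted over the list alone (adjusted p = 0.00420, and adjusted p = 0.136 with an estimated correlation). The anaphylatoxin receptors C3ar1 and C5ar1, carried by myeloid cells, rose from 0.779 ± 0.354 to 133 ± 2.99 CPM and from 0.203 ± 0.0920 to 31.3 ± 1.36 CPM. Serping1, the C1 inhibitor, and C1s1, a protease of the classical pathway, fell from 80.7 ± 2.94 to 30.9 ± 1.76 CPM and from 275 ± 11.7 to 137 ± 4.65 CPM. NADPH oxidase and dual oxidase genes, which make superoxide and hydrogen peroxide, rose in 8 of 13 cases and fell in 1, with 8 and 2 adjusted over the list alone (adjusted p = 0.0102, and adjusted p = 0.136 with an estimated correlation). The members that rose most were Rac2 and Ncf1, subunits of the phagocyte oxidase, at 118 ± 1.87 and 85.3 ± 1.64 CPM in Aged against 0.117 ± 0.0577 and 0.284 ± 0.109 CPM in Young. Nox1, the oxidase of non-phagocytic cells, was near the detection limit in Young, at 0.0949 ± 0.164 CPM from 6 counts, and at 1.06 ± 0.234 CPM in Aged (log2 fold change 3.37, SE 0.73, adjusted p = 0.00424).

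**Figure D2:**
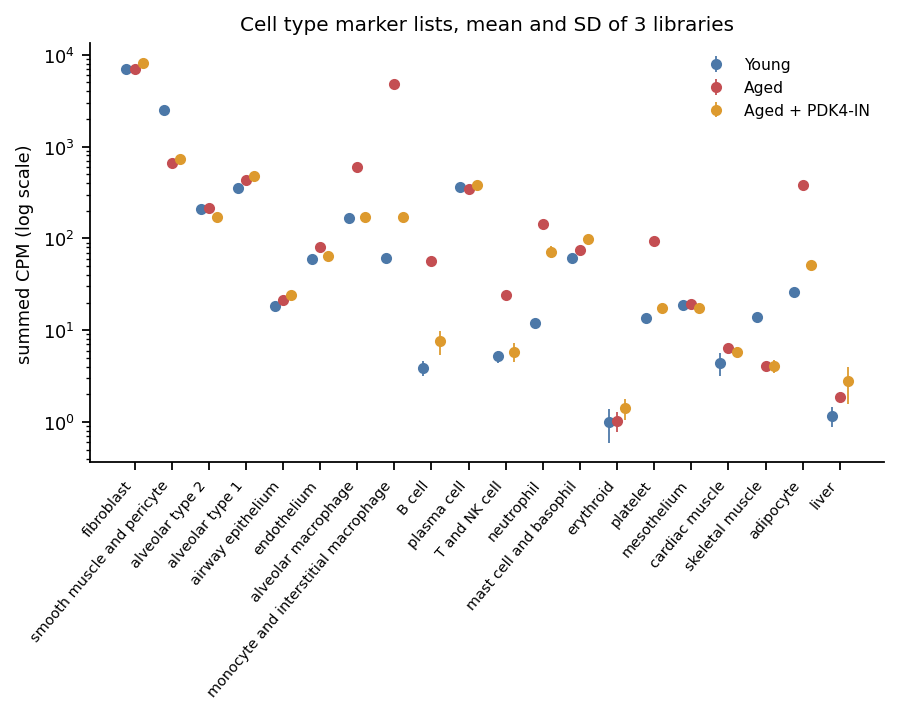
Summed CPM of the marker genes of each cell type (log axis) in Young, Aged and the PDK4-IN group, points for the mean and bars for the SD of 3 libraries. Monocyte and interstitial macrophage markers summed to 61.3, 4765 and 171 CPM in the 3 groups, and fibroblast markers to 7067, 7060 and 8098 CPM.

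With age, glycolysis genes rose and nuclear genes of oxidative phosphorylation fell. Glycolysis and lactate genes rose in 20 of 24 cases with none lower, and 20 adjusted over the list alone (adjusted p = 2.2e-07, and adjusted p = 0.113 with an estimated correlation). Their median log2 fold change was 0.49 and the mean 1.02, in libraries whose monocyte and interstitial macrophage markers also rose. Slc16a3, the exporter of lactate, rose from 84.9 ± 2.19 to 248 ± 2.32 CPM, and Ldha, which turns pyruvate into lactate, from 1448 ± 122 to 2025 ± 15.6 CPM. Hk3, a hexokinase of myeloid cells, had 2 counts in the Young group and 69.4 ± 3.37 CPM in Aged, a ratio of 2105 (counting interval 568 to 16970). The list of PDH kinases and subunits of the pyruvate dehydrogenase complex (PDH) did not pass as a whole (adjusted p = 0.885), with a median log2 fold change of -0.08 against a mean of 0.22 and a test direction of higher. Within it 3 of 11 genes rose and 3 fell, and 4 and 3 adjusted over the list alone. Pdk1 rose beside Pdk4, from 32.6 ± 1.61 to 76.2 ± 1.51 CPM, while Pdha1, the catalytic subunit of PDH, fell from 245 ± 0.916 to 191 ± 7.90 CPM. Of 19 genes of the tricarboxylic acid cycle 7 fell and 1 rose, 9 and 1 adjusted over the list alone (adjusted p = 0.00157, and adjusted p = 0.207 with an estimated correlation). Fh1, the fumarase, fell from 96.1 ± 5.38 to 62.7 ± 1.82 CPM, and Idh2, a mitochondrial isocitrate dehydrogenase, rose from 28.4 ± 2.78 to 36.6 ± 2.18 CPM.

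Nuclear genes of oxidative phosphorylation fell in 25 of 37 cases with none higher, 30 adjusted over the list alone, by a median log2 fold change of -0.26 (adjusted p = 1.0e-06, and adjusted p = 0.506 with an estimated correlation). Cyc1, cytochrome c1 of complex III, went from 116 ± 6.44 to 86.4 ± 1.76 CPM. Cytosolic ribosomal protein genes fell in 58 of 84 cases with none higher, 67 adjusted over the list alone (adjusted p = 3.0e-08, and adjusted p = 0.550 with an estimated correlation), with Rps2 going from 745 ± 84.7 to 538 ± 7.67 CPM. Both lists hold short genes, with median lengths of 861 and 770.5 bases against 2806 over all genes. With the gene-length trend removed, both still passed as lower with age (adjusted p = 1.3e-04 each). Both fell in libraries whose monocyte and interstitial macrophage markers rose, and CPM are shares of a library. Whether leukocyte RNA lowered the CPM of these genes, or of the other genes that fell with age, was not tested. A length slope was taken for each library, as the slope of its deviation from the mean of the 9 libraries on log2 gene length. It was 0.0801 to 0.0923 in the Aged libraries and 0.0795, 0.0738 and -0.0821 in the Young libraries. The 13 mitochondrially encoded genes did not pass as a list (adjusted p = 0.408), with 1 higher and 3 lower, also adjusted over the list alone. Fatty acid oxidation genes did not pass either (adjusted p = 0.393), with 3 of 17 higher and 2 lower, also adjusted over the list alone. Antioxidant genes rose in 12 of 21 cases and fell in 3, 13 and 3 adjusted over the list alone (adjusted p = 0.00523, and adjusted p = 0.393 with an estimated correlation). Srxn1, which repairs oxidised peroxiredoxins, rose from 116 ± 1.22 to 240 ± 2.72 CPM, and Hmox1, the heme-degrading oxygenase, from 651 ± 9.12 to 1146 ± 13.4 CPM.

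Matrix and contractile genes were lower in Aged. Of 30 genes of fibrillar collagen and elastic matrix 21 fell and 4 rose, 21 and 6 adjusted over the list alone (adjusted p = 8.5e-05, and adjusted p = 0.393 with an estimated correlation). Timp3, a matrix-bound inhibitor of metalloproteinases, fell from 538 ± 66.5 to 139 ± 2.94 CPM and Fbln5, which organises elastic fibres, from 138 ± 10.6 to 45.4 ± 2.81 CPM, while the collagen-binding proteoglycan Dcn rose from 664 ± 17.8 to 1324 ± 12.6 CPM. Smooth muscle and pericyte markers fell in 10 of 14 cases and rose in 2, also adjusted over the list alone (adjusted p = 1.5e-04, and adjusted p = 0.117 with an estimated correlation). Besides Acta2, the actin-binding protein transgelin, Tagln, fell from 813 ± 78.4 to 176 ± 4.08 CPM. Fibroblast markers did not move as a group (adjusted p = 0.382), with 4 of 14 higher and 7 lower, also adjusted over the list alone. Among the 8 largest decreases under the rule for named genes were 2 further actins, Acta1 of skeletal muscle, from 10.4 ± 1.83 to 1.12 ± 0.242 CPM, and Actg2 of enteric smooth muscle, from 8.05 ± 0.781 to 1.02 ± 0.0674 CPM. Itgbl1, Arsi, C1qtnf3 and the complement gene C4b had log2 fold changes of -3.06, -2.93, -2.69 and -3.04. Pagr1a completed the 8 at 7.52 ± 6.99 CPM in Young, a value whose SD nearly equals its mean.

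Cell cycle inhibitors did not share 1 direction. Cdkn2a, the gene of p16 and p19ARF, fell from 124 ± 14.3 to 73.5 ± 1.64 CPM (log2 fold change -0.71, SE 0.08, adjusted p = 4.6e-05), and Cdkn1a, the gene of p21, from 1113 ± 32.1 to 925 ± 5.39 CPM (-0.22, SE 0.04, adjusted p = 0.00217). Cdkn1c, the gene of p57, rose from 4.56 ± 0.595 to 10.2 ± 0.495 CPM. The list of cell cycle arrest genes and p53 targets did not pass (adjusted p = 0.559), with 5 of 22 genes higher and 7 lower, 5 and 9 adjusted over the list alone, a median of -0.06 and a mean of 0.04. Proliferation genes did not pass either (adjusted p = 0.885): 4 of 34 rose and 2 fell, 0 and 1 adjusted over the list alone. Mki67, a protein of dividing cells, was among the 4, from 49.5 ± 9.25 to 64.2 ± 3.41 CPM (adjusted p = 0.0173), and without Aged replicate 1 or 3 its adjusted p was 0.0508 or 0.0765. Replication-dependent histone genes fell in 12 of 41 cases with none higher, 12 adjusted over the list alone (adjusted p = 0.00222, and adjusted p = 0.117 with an estimated correlation). Without the gene-length trend the histone list was nearer the threshold (adjusted p = 0.0486). Glucocorticoid targets rose in 9 of 13 cases and fell in 2, also adjusted over the list alone (adjusted p = 0.00618, and adjusted p = 0.136 with an estimated correlation), led by Angptl4, an inhibitor of lipoprotein lipase, from 37.1 ± 1.19 to 144 ± 3.94 CPM.

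In total 6511 of 16123 tested genes changed with age in the edgeR test, 3451 higher and 3060 lower. At least 2-fold changes were found for 1776 of them, 1504 higher and 272 lower. Of the 3451 higher genes 955 were under 1 CPM in Young. The 2 groups did not overlap for 8734 genes (54.2%), against 10% given by chance. With the preset correlation 19 of 40 tested lists passed, 13 higher and 6 lower, and only the monocyte and interstitial macrophage markers passed with an estimated correlation. Without the gene-length trend the log2 fold change of Cdkn1a was -0.07 (adjusted p = 0.156).

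The second comparison asked what PDK4-IN does in aged mice, each value being the PDK4-IN group against Aged. Macrophage genes were lower: Adgre1 fell from 496 ± 7.56 CPM in Aged to 7.61 ± 0.230 CPM with PDK4-IN, and Mmp12 from 838 ± 6.61 to 20.6 ± 0.903 CPM (n = 3 each). Dividing-cell genes were lower too, Mki67 going from 64.2 ± 3.41 to 13.3 ± 1.87 CPM and Top2a, a topoisomerase of replicating cells, from 94.4 ± 1.19 to 24.5 ± 3.32 CPM. Matrix genes such as Postn, the matricellular protein periostin, rose from 197 ± 3.18 to 392 ± 19.7 CPM, and Mgp, an inhibitor of calcification, rose from 5.23 ± 1.13 to 42.2 ± 5.80 CPM. Cdkn2a rose from 73.5 ± 1.64 to 147 ± 14.2 CPM (log2 fold change 1.00, SE 0.07, adjusted p = 6.6e-07), and the target gene Pdk4 fell from 74.3 ± 4.13 to 59.7 ± 2.79 CPM (-0.32, SE 0.06, adjusted p = 0.00153).

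**Figure D3:**
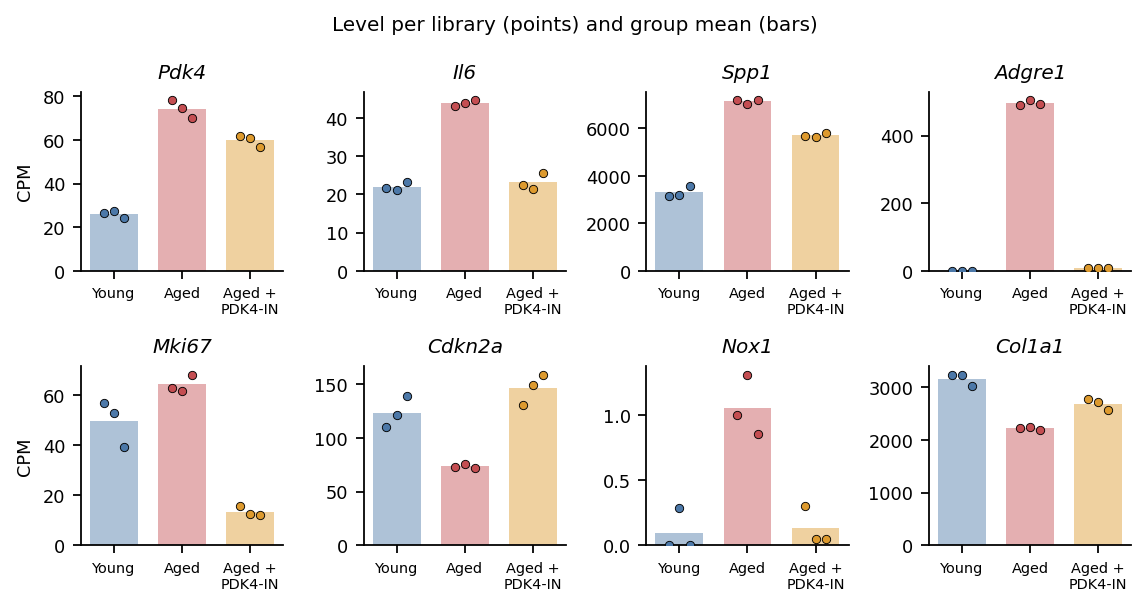
CPM (linear y axes from 0) of 8 genes in the 3 groups, points for the libraries and bars for the mean of 3. Means with age and treatment were 0.359, 496 and 7.61 CPM for Adgre1, 49.5, 64.2 and 13.3 CPM for Mki67, and 3303, 7125 and 5705 CPM for Spp1, the matrix cytokine osteopontin.

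Monocyte and interstitial macrophage markers fell in 15 of 17 cases and rose in 1, also adjusted over the list alone, with a median log2 fold change of -5.19 (adjusted p = 1.8e-12, and adjusted p = 0.156 with an estimated correlation). Lyz2, the lysozyme of myeloid cells, fell from 2657 ± 35.9 to 72.8 ± 6.75 CPM. Alveolar macrophage markers fell in 7 of 11 cases and rose in 1, also adjusted over the list alone (adjusted p = 0.00380, and adjusted p = 0.168 with an estimated correlation). Marco went from 328 ± 5.12 to 6.06 ± 1.07 CPM, whereas Ctsk, a cathepsin that also cleaves collagen in fibroblasts, rose from 57.0 ± 2.37 to 120.5 ± 9.30 CPM. Of 5 B cell markers 3 fell and none rose, 3 adjusted over the list alone (adjusted p = 0.0413, and adjusted p = 0.256 with an estimated correlation). Neutrophil markers did not pass as a list (adjusted p = 0.297): Mmp8 fell from 94.3 ± 2.45 to 1.83 ± 0.421 CPM, and S100a8, a subunit of the neutrophil protein calprotectin, rose from 37.4 ± 3.61 to 65.1 ± 8.88 CPM. Of 14 alveolar type 2 markers only 7 had enough counts to be tested, and Sftpc was not among them, at 0.213 ± 0.0632 CPM in Aged and 0.216 ± 0.104 CPM with PDK4-IN. Of the 7, 6 fell, also adjusted over the list alone (adjusted p = 0.0364, and adjusted p = 0.231 with an estimated correlation), among them Etv5, a transcription factor gene that the list holds, from 61.0 ± 0.696 to 45.9 ± 2.62 CPM.

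The 8 largest decreases under the rule for named genes were again leukocyte genes. Cybb, the catalytic subunit of the phagocyte oxidase, fell from 198 ± 2.71 to 1.58 ± 0.322 CPM, Fpr1 from 54.6 ± 0.279 to 0.416 ± 0.257 CPM, Slamf7 from 18.4 ± 0.465 to 0.166 ± 0.0582 CPM and Itgax, the integrin of CD11c, from 16.8 ± 0.830 to 0.116 ± 0.0765 CPM. For H2-M2, with 2 counts in the PDK4-IN group, the ratio of Aged to PDK4-IN was 214 (counting interval 58.1 to 1746). Pira12, Pira2 and Cd300ld4 also stood among the 8, with the uncertainty of their near-identical neighbours. Among the 8 largest increases were Mgp, Itgbl1 (4.50 ± 0.688 to 17.2 ± 0.720 CPM), Crct1 (6.84 ± 0.462 to 36.4 ± 4.63 CPM), the carboxylesterase Ces2e (12.7 ± 0.138 to 47.6 ± 4.76 CPM) and Ecel1 (8.41 ± 0.656 to 26.7 ± 2.13 CPM). Ly6c1, Aldh1a7 and Phtf1os completed them, the first 2 with close paralogs and the last antisense to another gene in libraries whose labels do not state strandedness. The summed monocyte and interstitial macrophage markers stood at 171 ± 13.4 CPM in the PDK4-IN libraries and 4765 ± 20.7 CPM in the Aged libraries.

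Inflammatory lists fell. Of 65 SASP factors 35 fell, 19 rose and 11 did not pass, and 35 fell and 20 rose adjusted over the list alone, with a median log2 fold change of -0.33 (adjusted p = 0.00347, and adjusted p = 0.256 with an estimated correlation). Il6 fell from 43.9 ± 0.817 to 23.2 ± 2.17 CPM and Ccl3 by 5.28 on the log2 scale (SE 0.10). The gelatinase gene Mmp2 rose from 279 ± 0.796 to 437 ± 12.7 CPM, and Serpine2, an inhibitor of thrombin, from 972 ± 8.79 to 1455 ± 48.4 CPM. Type I interferon response genes fell in 28 of 29 cases, also adjusted over the list alone (adjusted p = 1.0e-13, and adjusted p = 0.0220 with an estimated correlation), Ifit1 going from 75.2 ± 2.36 to 23.4 ± 1.01 CPM and Oas3 from 12.7 ± 0.450 to 1.05 ± 0.0544 CPM. The NF-kB list fell in 16 of 21 cases and rose in 1, 16 and 2 adjusted over the list alone (adjusted p = 1.7e-05, and adjusted p = 0.0888 with an estimated correlation). Nos2 went from 214 ± 1.67 to 51.8 ± 2.83 CPM, and Tnfaip3, a brake on NF-kB, from 88.6 ± 2.41 to 29.3 ± 1.78 CPM. Complement genes fell in 11 of 16 cases and rose in 4, also adjusted over the list alone (adjusted p = 0.0133, and adjusted p = 0.192 with an estimated correlation). C3ar1 fell from 133 ± 2.99 to 2.39 ± 0.0591 CPM and C1s1 rose from 137 ± 4.65 to 236 ± 8.40 CPM. NADPH oxidase and dual oxidase genes fell in 8 of 13 cases and rose in 1, also adjusted over the list alone (adjusted p = 0.0133, and adjusted p = 0.192 with an estimated correlation), and Nox1 fell from 1.06 ± 0.234 to 0.133 ± 0.145 CPM, the latter from 8 counts.

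All 34 proliferation genes fell, over all genes and adjusted over the list alone, with a median log2 fold change of -1.34 (adjusted p = 9.2e-17, and adjusted p = 0.0212 with an estimated correlation). The cell cycle arrest list was on the other side without passing (adjusted p = 0.0532): 12 of 22 genes rose and 4 fell, also adjusted over the list alone. Cdkn2b, the gene of p15, rose from 91.8 ± 2.26 to 163 ± 7.68 CPM and Cdkn1a from 925 ± 5.39 to 1189 ± 36.4 CPM. Lmnb1, the lamin whose loss marks senescent cells, fell from 22.5 ± 1.47 to 13.2 ± 0.531 CPM, and the chromatin protein Hmgb2 from 24.6 ± 0.472 to 11.6 ± 0.916 CPM. The list of these loss markers, with 2 of 3 lower and also 2 adjusted over the list alone, did not pass (adjusted p = 0.210). Replication-dependent histone genes rose in 18 of 40 cases and fell in 1, also adjusted over the list alone (adjusted p = 3.2e-04, and adjusted p = 0.0888 with an estimated correlation). Without the length trend the histone list was nearer the threshold (adjusted p = 0.0405). H4c17 went from 50.3 ± 1.06 to 79.7 ± 1.71 CPM.

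Nuclear oxidative phosphorylation genes rose in 33 of 37 cases with none lower, also adjusted over the list alone, by a median log2 fold change of 0.36 (adjusted p = 2.8e-08, and adjusted p = 0.557 with an estimated correlation). Uqcrq, a subunit of complex III, rose from 91.5 ± 2.32 to 153 ± 20.4 CPM. Ribosomal protein genes rose in 81 of 84 cases and fell in 1, 82 and 1 adjusted over the list alone, by a median of 0.42 (adjusted p = 8.0e-14, and adjusted p = 0.557 with an estimated correlation), Rpl13a going from 971 ± 19.5 to 1518 ± 175 CPM. The length slope of the PDK4-IN libraries was -0.0217, -0.129 and -0.178 against 0.0801 to 0.0923 in Aged. With the length trend removed, both medians were 0.07. Mitochondrially encoded genes did not pass (adjusted p = 0.848), with 4 of 13 higher and 5 lower, also adjusted over the list alone. Fatty acid oxidation genes rose in 10 of 17 cases and fell in 1, 11 and 2 adjusted over the list alone (adjusted p = 0.0133, and adjusted p = 0.231 with an estimated correlation). Acadvl, which starts the breakdown of very long chains, rose from 187 ± 2.94 to 274 ± 22.6 CPM, while Cpt1a, which brings fatty acids to the mitochondrion, fell from 245 ± 5.71 to 189 ± 16.5 CPM. Glycolysis and lactate genes did not pass as a list (adjusted p = 0.113), with 12 of 24 lower and 4 higher, 12 and 5 adjusted over the list alone, but passed as lower without the length trend (adjusted p = 0.00569). Pfkfb3, which speeds glycolysis, fell from 133 ± 3.42 to 51.6 ± 3.30 CPM, Ldhb rose from 71.6 ± 2.25 to 116 ± 7.62 CPM, and Ldha fell by 0.14 on the log2 scale (SE 0.05, adjusted p = 0.0341), a call that 8 other settings did not make. The PDK and PDH list did not pass (adjusted p = 0.979, median 0.05, mean -0.06), with 2 of 11 higher and 3 lower, also adjusted over the list alone, Pdk1 falling from 76.2 ± 1.51 to 51.4 ± 5.03 CPM. Tricarboxylic acid cycle genes did not pass (adjusted p = 0.0890), with 8 of 19 higher and 1 lower, 8 and 2 adjusted over the list alone, and antioxidant genes split 8 and 8 of 21 (adjusted p = 0.991, median 0.07, mean -0.02), also adjusted over the list alone. Gpx3, the extracellular glutathione peroxidase, reached 255 ± 9.59 CPM (log2 fold change 1.02, SE 0.05) and Sod2, the mitochondrial superoxide dismutase, fell from 218 ± 2.52 to 126 ± 6.11 CPM.

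Matrix genes rose in 19 of 30 cases and fell in 5, 20 and 5 adjusted over the list alone (adjusted p = 9.5e-04, and adjusted p = 0.447 with an estimated correlation). Sparc, a collagen-binding glycoprotein, rose from 1182 ± 13.1 to 2038 ± 40.9 CPM, and Col6a3, a chain of collagen VI, fell from 119 ± 1.59 to 62.7 ± 11.7 CPM. Fibroblast markers did not pass (adjusted p = 0.0633, and 0.0203 as higher without the length trend), with 8 of 14 higher and 3 lower, also adjusted over the list alone, Dpt rising to 35.2 ± 1.45 CPM (log2 fold change 1.54, SE 0.08). Smooth muscle and pericyte markers did not pass (adjusted p = 0.499), with 3 of 13 higher and 2 lower, 3 and 1 adjusted over the list alone. Acta2 stood at 191 ± 6.15 CPM in Aged and 188 ± 15.7 CPM with PDK4-IN, a difference smaller than the spread between replicates, while without the length trend its log2 fold change was -0.16 (adjusted p = 0.0122).

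**Figure D4:**
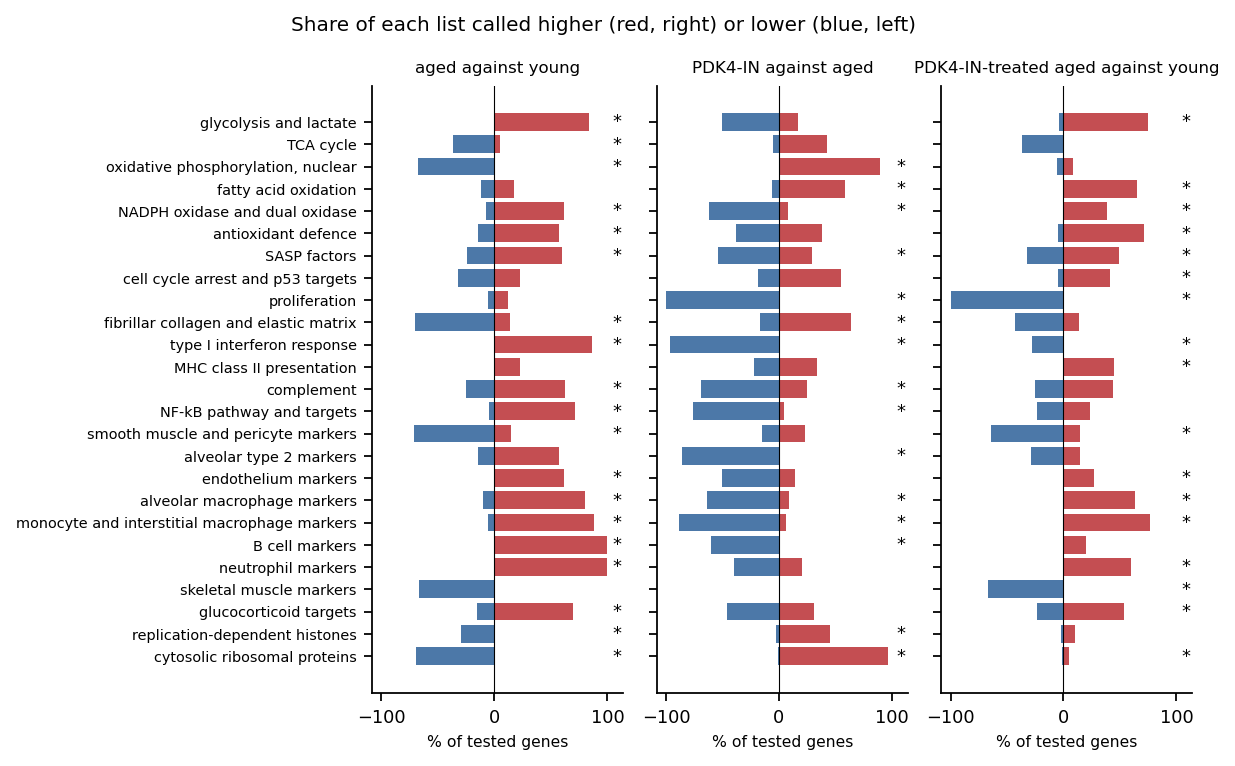
Share of the tested genes of each list (x axis, percent) that was called higher (red, right) or lower (blue, left) in each of the 3 comparisons, with an asterisk where the list passed at an adjusted p under 0.05 with the preset correlation. All 34 proliferation genes were lower with PDK4-IN than in Aged and than in Young. Of 37 nuclear oxidative phosphorylation genes, 25 were lower and 0 higher with age, and 33 were higher with PDK4-IN than in Aged. With the gene-length trend removed, 14 of the 37 were higher and 1 lower with PDK4-IN than in Aged.

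The edgeR test found 8077 of 16275 genes changed, 3892 higher and 4185 lower with PDK4-IN. At least 2-fold changes numbered 1452, 224 higher and 1228 lower, and the groups did not overlap for 9563 genes (58.8%), against 10% given by chance. Of 39 tested lists 15 passed, 5 higher and 10 lower, and 2 passed with an estimated correlation. Without the length trend Cdkn1a had a log2 fold change of 0.05 (adjusted p = 0.280), and Abca3, the lipid transporter of type 2 cells, fell by 0.11 (adjusted p = 0.0850). The kinase gene Pdk2, at 0.32 with all libraries (adjusted p = 0.0101), was at 0.22 without the length trend (adjusted p = 0.0560). Without Aged replicate 2 the adjusted p of Pdk2 was 0.0539.

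Both comparisons were set side by side to ask which age changes PDK4-IN moved back. Leukocyte genes led this set: by the smaller of the 2 changes the first 10 were Cd300ld4, H2-M2, Lilra5, Pira12, Itgax, Fpr1, Cybb, Pira2, Slamf7 and Bcl2a1d. Lilra5, an activating receptor of myeloid cells, had 0 counts in Young, 64 in Aged and 0 in the PDK4-IN group, so it was at least 17.7-fold higher with age and at least 17.9-fold lower with PDK4-IN. Of the 15939 genes tested in both, 4307 changed in opposite directions. Among them 2302 rose with age and fell with PDK4-IN, 67.0% of the genes raised with age, and 2005 fell and then rose, 66.0% of those lowered with age. Independent calls would give 903 and 737. Whether the rise and fall of leukocyte RNA moved the CPM of the 2005 genes was not tested. Only 208 genes changed in the same direction, 77 higher and 131 lower in both, where independent calls would give 834 and 798. The near-even split of genes moved back did not hold for larger changes. At an unadjusted p under 0.05 and at least 2-fold, 912 rose and then fell and 77 fell and then rose.

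**Figure D5:**
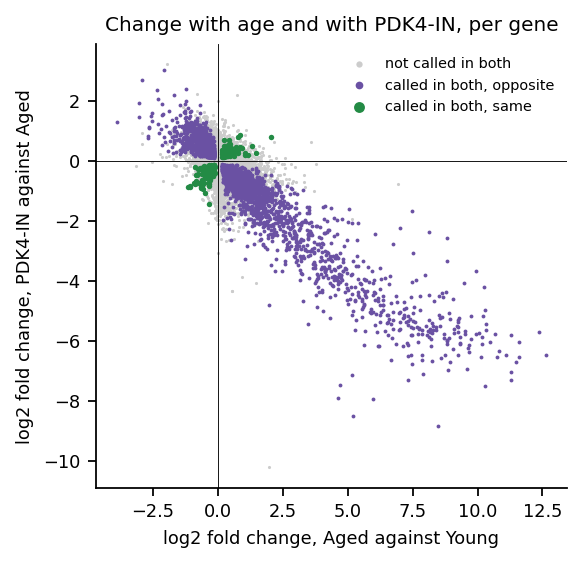
Log2 fold change with PDK4-IN (y axis) against log2 fold change with age (x axis), 1 point per gene tested in both comparisons, purple where called in opposite directions, green where called in the same direction and grey otherwise. Of 15939 genes, 4307 changed in opposite directions and 208 in the same direction, with Pearson's r of -0.867 across genes.

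Across genes, which are not independent replicates, Pearson's r between the 2 log2 fold changes was -0.867 and the covariance -0.937. The Aged libraries stand in both comparisons with opposite signs, so unchanged groups simulated on the same libraries gave r of -0.500 on average (-0.518 to -0.474 in 20 simulations), a covariance of -0.0236 and at most 1 opposite call. Spread between replicates in the shared Aged libraries was part of these simulations, and it fell short of the observed covariance and calls. A deviation common to all 3 Aged libraries was not simulated and may add to the excess. The 3 libraries cannot be divided into sets of 2 for separate use. Of the 4307 genes, 1135 still differed from Young in the PDK4-IN group, 829 of them on the side of the Aged libraries and 306 on the other side. The rest were not called against Young, which does not show a return to its level. That comparison recovered only 50% of simulated 1.5-fold changes.

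The third comparison asked how far treated aged mice stayed from young ones. Contractile genes stayed low: Acta2 was at 188 ± 15.7 CPM in the PDK4-IN group against 1160 ± 43.5 CPM in Young, a log2 fold change of -2.61 (SE 0.07, adjusted p = 8.5e-10), and Acta1 was also among the 4 largest decreases, at 0.997 ± 0.0837 against 10.4 ± 1.83 CPM. Macrophage genes stayed above Young at low levels, with Marco at 6.06 ± 1.07 against 0.203 ± 0.0559 CPM and Adgre1 at 7.61 ± 0.230 against 0.359 ± 0.193 CPM. Dividing-cell genes lay below Young, Mki67 at 13.3 ± 1.87 against 49.5 ± 9.25 CPM. Pdk4 remained higher than in Young, at 59.7 ± 2.79 against 26.0 ± 1.70 CPM (log2 fold change 1.21, SE 0.07, adjusted p = 4.0e-07).

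All 34 proliferation genes were lower than in Young, also adjusted over the list alone, by a median log2 fold change of -1.37 (adjusted p = 2.4e-30, and adjusted p = 0.0126 with an estimated correlation). Monocyte and interstitial macrophage markers were higher in 13 of 17 cases, also adjusted over the list alone, by a median of 2.62 (adjusted p = 1.1e-08, and adjusted p = 0.0460 with an estimated correlation). Smooth muscle and pericyte markers were lower in 9 of 14 cases and higher in 2, also adjusted over the list alone (adjusted p = 1.1e-04, and adjusted p = 0.0827 with an estimated correlation). Glycolysis and lactate genes were higher in 18 of 24 cases and lower in 1, 20 and 1 adjusted over the list alone (adjusted p = 4.2e-08, and adjusted p = 0.0887 with an estimated correlation), with Slc16a3 at 163 ± 6.75 against 84.9 ± 2.19 CPM. Antioxidant genes were higher in 15 of 21 cases and lower in 1, 17 and 1 adjusted over the list alone (adjusted p = 7.6e-07, and adjusted p = 0.141 with an estimated correlation), and fatty acid oxidation genes in 11 of 17 with none lower, also adjusted over the list alone (adjusted p = 4.7e-04, and adjusted p = 0.108 with an estimated correlation). SASP factors were higher in 32 of 65 cases and lower in 21, 33 and 23 adjusted over the list alone (adjusted p = 0.0368, and adjusted p = 0.141 with an estimated correlation). Without PDK4-IN replicate 1 the SASP list had an adjusted p of 0.0649. The interferon response, raised with age, was lower than in Young for 8 of 29 genes and higher for none, also adjusted over the list alone (adjusted p = 0.00720, and adjusted p = 0.161 with an estimated correlation). Oxidative phosphorylation genes did not pass (adjusted p = 0.393), with 3 of 37 higher and 2 lower, 1 and 2 adjusted over the list alone, a median of 0.12 and a test direction of higher, whereas without the length trend the list passed as lower (adjusted p = 0.0418). Ribosomal protein genes were higher as a list with only 4 of 84 higher and 1 lower, 1 and 0 adjusted over the list alone (adjusted p = 0.00791, and adjusted p = 0.730 with an estimated correlation), and without the length trend the list was on the lower side without passing (adjusted p = 0.187). Cdkn2a was at 147 ± 14.2 against 124 ± 14.3 CPM (log2 fold change 0.26, SE 0.09, adjusted p = 0.0407). With 1 library left out, this call ended without Young replicate 1 or 2 (adjusted p = 0.186 and 0.127) and without PDK4-IN replicate 2 or 3 (0.131 and 0.161). The call also ended with only these 2 groups in the fit (0.0831) and without the length trend (0.0613).

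In all, 4796 of 16553 genes differed between the PDK4-IN group and Young, 2202 higher and 2594 lower, 885 of them at least 2-fold. The groups did not overlap for 6239 genes (37.7%), against 10% given by chance. Of 40 tested lists 17 passed, 13 higher and 4 lower, and 2 passed with an estimated correlation. This count leaned on single libraries: it was 3100 without Young replicate 1, 3146 without Young replicate 2, 3122 without PDK4-IN replicate 2 and 7880 without both Young replicate 3 and PDK4-IN replicate 1, which stood apart in length slope.

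The authors' deposited tables gave like counts. At the authors' adjusted p under 0.05 the deposited table for age held 5971 genes, 2971 higher and 3000 lower, of which 5653 were called in the same direction in edgeR and none in the opposite one. The authors' deposited table for PDK4-IN held 7190 genes, 3548 higher and 3642 lower, of which 7070 were called in the same direction and none in the opposite one. Across genes, the log2 fold changes of the 2 sources had r of 0.9995 and 0.9998.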

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

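The removal of the gene-length trend, the thinning of counts to equal totals, the fit without both Young replicate 3 and PDK4-IN replicate 1, and the leaving out of single Young and PDK4-IN libraries for the genes moved back were chosen after seeing the data. Stricter thresholds lowered the counts by construction. At an adjusted p under 0.05 and at least 2-fold the counts were 1776 (age), 1452 (PDK4-IN against Aged) and 885 (PDK4-IN against Young), at an unadjusted p under 0.05 and at least 2-fold they were 1851, 1511 and 1101, and at an adjusted p under 0.01 they were 4250, 5814 and 2462. Genes moved back numbered 989 at an unadjusted p under 0.05 and at least 2-fold, 912 that first rose and 77 that first fell. Other scalings, filters, tools and fits gave 6007 to 7181 genes with age, 7174 to 8235 with PDK4-IN against Aged and 3255 to 5371 against Young, and of the genes called in both ways none turned direction, except 68 with PDK4-IN against Aged once the length trend was removed. The balance of higher and lower genes was not stable. With age it turned from 3451 higher and 3060 lower to 2977 higher and 3030 lower with DESeq2, 3279 and 3283 with the upper quartile, 3147 and 3329 with all 9 libraries in the fit, and 2971 and 3000 in the authors' deposited table. With PDK4-IN against Aged it turned to 4526 higher and 3709 lower with the upper quartile and 4784 and 4714 without PDK4-IN replicate 1. Against Young it turned to 2819 and 2026 with the upper quartile, 2632 and 2140 with library size only, 2853 and 2449 without the length trend, and 555 and 330 at an adjusted p under 0.05 and at least 2-fold or 733 and 368 at an unadjusted p under 0.05 and at least 2-fold. For genes moved back, those that first rose and those that first fell were 2056 and 2114 with all 9 libraries in 1 fit. These causes were not tested. Scaling moved the median of all genes by at most 0.06 on the log2 scale.

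With single libraries left out, the counts ran from 4854 to 7740 with age, 6549 to 9498 with PDK4-IN against Aged, 3100 to 6176 against Young and 3096 to 4487 for genes moved back. The 3100, 3146 and 3122 genes against Young came without Young replicate 1, Young replicate 2 and PDK4-IN replicate 2, and 7880 without both libraries that stood apart. The cause was not tested. In these settings lists that passed numbered 19 to 21, 14 to 16 and 16 to 22.

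Without the length trend 19 lists passed against Young, 12 higher and 7 lower, of which 14 were among the 17 that passed otherwise, and the oxidative phosphorylation list turned from higher without passing to lower and passing (adjusted p from 0.393 to 0.0418), and the ribosomal protein list from higher and passing to lower without passing (0.00791 to 0.187). Calls were also gained there for the tricarboxylic acid cycle (lower, 0.00329), mitochondrially encoded genes (lower, 0.0181), airway epithelium (higher, 0.0496) and adipocyte markers (higher, 0.0398), and lost for MHC class II genes (0.0631). With PDK4-IN against Aged, glycolysis (lower, 0.00569) and fibroblast markers (higher, 0.0203) were gained, and with age MHC class II genes (higher, 0.04998). The causes were not tested. An estimated correlation between genes left 1 list with age, 2 with PDK4-IN against Aged and 2 against Young, a setting that replaces the preset correlation of 0.01 by construction. The SASP list then had adjusted p of 0.113 with age and 0.256 with PDK4-IN, against 1.4e-04 to 3.1e-04 and 0.00232 to 0.0131 with single libraries left out. Against Young, the SASP list at 0.0368 missed 0.05 with an estimated correlation (0.141), library size only (0.0522), the length trend removed (0.10) and without PDK4-IN replicate 1 (0.0649).

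The genes followed were those the text names in a comparison and others considered for it, a set chosen after the values were seen. Of 1549 values for 97 genes with age 1541 kept direction and side of the threshold, as did 1737 of 1775 for 111 genes with PDK4-IN against Aged and 778 of 796 for 47 genes against Young. The log2 fold change turned in 13 values. With PDK4-IN against Aged it was 0.02 for Acta2 with the upper quartile and ran from -0.08 to 0.06 with single libraries left out, and for Plin2 it was 0.02 and ran from -0.06 to 0.05. Without the length trend Tagln was at -0.05 and Pdhb at -0.03, and against Young Cdkn1a was at -0.03 and Il6 at -0.03. Nox1 against Young ran from -0.94 to 4.55 with single libraries left out and was at -1.47 without both libraries that stood apart. Calls were gained with PDK4-IN against Aged for Acta2 (-0.16, adjusted p = 0.0122), Plin2 (-0.19, 5.2e-04) and Mmp3 (-0.25, 1.5e-05) without the length trend, for Tagln in 4 settings (0.15 to 0.24) and for Angptl4 in 1 (0.12), and against Young for Cdkn1a in 4 (0.12 to 0.17). These causes were not tested. The call for Ldha with PDK4-IN ended in 8 settings, with an adjusted p of up to 0.178, that for Idh2 in 6 (up to 0.137), and that for Ly6c2 with age in 5 (up to 0.0916).

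The labels pair no samples by replicate number. Of 9 pairs of libraries with the same number in different groups, 4 correlated better than the first library of the pair did with the other 2 of the second group, with r of -0.0402 to 0.182 over the 9 pairs. With a block for the number, also counted above, there were 6081, 7605 and 5371 genes, 4010 moved back, and 19, 15 and 14 lists, and the SASP list against Young had an adjusted p of 0.0601. An alternative restricted to protein-coding genes was not run because the tables give no gene type, and one with another pseudocount on normalised values was not run because counts were deposited. Depth limits genes of few counts, such as Nox1 with 6 and 8 counts in Young and the PDK4-IN group.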

Other observations

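All tests of pathways and of explanations here were chosen after the results were seen, except the test of stretches shared between Y-linked genes and their paralogs and the counts of other splits.

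Cholesterol synthesis moved opposite to the inflammatory genes. Of 18 tested genes of the KEGG pathway of steroid biosynthesis 12 fell and 3 rose with age (adjusted p = 0.0238, and adjusted p = 0.234 with an estimated correlation), and 12 of 17 rose and 4 fell with PDK4-IN against Aged (adjusted p = 0.00595, and adjusted p = 0.225 with an estimated correlation). Against Young, 9 of 18 were higher and 1 lower (adjusted p = 0.00741, and adjusted p = 0.194 with an estimated correlation). Msmo1 and Cyp51, which demethylate sterol precursors, stood at 70.1, 39.0 and 106 CPM and at 80.9, 38.9 and 94.0 CPM in Young, Aged and the PDK4-IN group, and Sqle, the squalene epoxidase, and Fdft1, the squalene synthase, went the same way at 75.7, 49.0 and 93.8 CPM and 75.9, 44.2 and 101 CPM. Cyp51 against Young had an adjusted p of 0.0133, which was 0.0744 without Young replicate 1 and 0.0936 without PDK4-IN replicate 2.

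Named detoxifying and lipid-handling genes stood above Young in both the Aged and the PDK4-IN group. The KEGG pathway of drug metabolism by cytochrome P450 had 23 of 42 genes higher and none lower with PDK4-IN against Young (adjusted p = 1.6e-07, and adjusted p = 0.242 with an estimated correlation), but did not pass with age (19 of 39 higher, 4 lower, adjusted p = 0.0593, but 0.0165 without the length trend) or with PDK4-IN against Aged (adjusted p = 0.369). In Young, Aged and the PDK4-IN group the glucuronosyltransferase Ugt1a7c was at 27.2, 110 and 50.6 CPM and the glutathione transferases Gstm1 and Mgst1 at 44.1, 67.7 and 73.9 CPM and at 79.2, 97.0 and 120.3 CPM. Genes of the PPAR signaling pathway were higher than in Young in 30 of 58 cases and lower in 2 with PDK4-IN (adjusted p = 1.3e-05, and adjusted p = 0.0587 with an estimated correlation), higher in 25 of 54 and lower in 9 with age (adjusted p = 0.0141, and adjusted p = 0.180 with an estimated correlation), and did not pass with PDK4-IN against Aged (adjusted p = 0.436). Among them the lipid droplet protein Plin2 was at 493, 1211 and 1188 CPM and Angptl4 at 37.1, 144 and 148 CPM. Of 325 pathways, 81, 99 and 82 passed in the 3 comparisons, and 0, 0 and 1 with an estimated correlation.

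The rise of macrophage genes and SASP factors in the Aged libraries may come from RNA of macrophages or other leukocytes in the captured material: 28 of 30 pan-leukocyte genes, fixed as a list before the test, rose at least 2-fold with age (not Arhgdib at -0.22 and Gmip at 0.65 on the log2 scale), with 9 of the 30 at 1 CPM or more in Young and 2 in other lists, and the abundant macrophage gene Lyz2 reached 2657 CPM in Aged against 6.98 in Young. A lower share of fibroblasts would raise all other cell types alike. The medians of the monocyte and interstitial macrophage markers and of the endothelium markers differed by 7.28 on the log2 scale, more than their summed spread of 5.56. This argues against it only as far as the endothelium list can gauge a cell type, since 6 of its 20 markers reached 1 CPM in Young. Fibroblast markers summed to 7067 ± 188 CPM in Young and 7060 ± 11.6 CPM in Aged, with 4 of 14 higher and 7 lower. Members moved in opposite ways within these sums, Col1a1 going from 3163 to 2223 CPM while Dcn and Plin2 rose. Their median log2 fold change was -0.21, so the equal sums do not show an unchanged share of fibroblasts. To ask whether macrophage RNA was the source of every raised SASP factor, shares of the age change kept with PDK4-IN were compared. Of 39 raised factors 21 kept more, by over 2 of their own SE, than the one of the 28 leukocyte genes that kept most (Parvg, 0.0539). The SE of Parvg itself, 0.0226, was left out of this count. A further 16 factors stood at or below the share of Parvg and 2 within 2 SE, while Gmip, outside the 28, kept 0.269. The test cannot decide the source, because PDK4-IN may change factors in other cells too. Timp1 and Icam1, counted among the 21, stood higher with PDK4-IN (1021.5 and 203 CPM) than in Aged (723 and 175 CPM). The 28 genes were also limited to rises of at least 2-fold, and the factors were not. Spp1, Mmp13 and Cxcl1 kept shares of 0.628, 0.539 and 0.485, whereas Il1b, Tnf and Ccl4 kept 0.0130, 0.0259 and 0.0170, near the leukocyte median of 0.0178. Blood in the captured tissue was argued against by the erythroid markers, globins included, which summed to 1.04 CPM in Aged against 0.991 CPM in Young, whereas it stays open whether leukocytes were more numerous in aged alveoli or were captured more often, and microdissection by eye sets no gate that would remove them.

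The rise of oxidative phosphorylation and ribosomal protein genes with PDK4-IN cannot be told apart from the gene-length trend between the libraries. With that trend removed the lists still had adjusted p of 0.0190 and 7.7e-04, but their medians of 0.36 and 0.42 became 0.07 and 0.07, within a spread of 0.11 and 0.08. Whether the trend itself comes from RNA quality or from the treatment was not tested.

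Xist, transcribed from the inactive X chromosome, and the Y-linked gene Ddx3y were both above 1 CPM in 9 of 9 libraries, at 115 to 240 CPM and 31.1 to 46.7 CPM. The labels speak of males, whereas the study describes mice of both sexes for its work on ageing. Reads of X-linked paralogs counted on the Y-linked genes were argued against, since 0% of 36127 stretches of 100 bases of Ddx3y, Eif2s3y, Kdm5d and Uty transcripts stood in their paralogs (0 stretches). Whether the libraries pool animals of both sexes or share RNA in another way stays open.

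For the 3 comparisons, 10 splits of 6 libraries are too few for a share under 0.05, and 1 split, the real one, gave each result. Genes called were 6511 with age against at most 0 in any other split, 8077 with PDK4-IN against Aged against at most 0, and 4796 against Young against at most 1781. Lists that passed were 19, 15 and 17 against at most 8, 9 and 9, and the adjusted p of the SASP list was 1.5e-04, 0.00347 and 0.0368 against 0.0613, 0.0875 and 0.311 at the lowest in the others. For the genes moved back 1 of 50 splits, the real one, gave 4307 or more, the highest other giving 320. These splits moved libraries among all 3 groups, so they ask only whether the groups differ at all. With the Aged libraries apart from the other 6, they cannot decide whether a return with PDK4-IN is due to chance. Nor do they cover animals, since the labels do not say that the libraries come from separate ones.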
